A study of Mus musculus with 8 samples.

How the data were processed

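Auditory nerves were microdissected from mouse cochleas at postnatal day 21, with the 2 cochleas of a mouse pooled. Samples with an RNA integrity number under 7 were excluded, and strand-specific poly(A) libraries were made from 50 ng of total RNA, per the labels' protocols. The 8 samples form 2 groups of 4, wild type and Mef2c heterozygote, taken from the sample titles. Replicate numbers run from 1 to 8 and are not shared between groups, so nothing pairs the samples.

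The authors deposited 1 table with a signal column per sample, which holds gene read counts divided by a size factor per sample and given to 1 decimal, as judged from the values. The name of the authors' deposited table speaks of DESeq2, and nothing else states how the size factors were made. The aligner, the counting method, the genome build and the annotation were not stated, so no genome coordinates are given, and it is not known whether counting used the strand. The authors' deposited columns also hold their comparison of heterozygote with wild type: a p-value and an FDR, a ratio, its log2 value, and a signed fold change, a score that was not used, per the file headers. The model behind them was not stated. No p-value was given for 11 genes. Genes with few reads are largely absent: 14999 of the 15035 genes had at least 0.5 of a read in every library. None of the Y-linked genes of the sex-linked list and no mitochondrially encoded genes were analysed here.

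The value of 1 read was estimated in each column as the step of which most values under 1000 are whole multiples. The step lay between 0.789 and 1.30, and 88.5% to 91.8% of values were whole multiples against 7.72% to 12.7% by chance. This is under the 95% needed to treat the values as recovered reads, so no count model was used. The estimated depth is 13363361 to 21507197 reads per library. 3 reads correspond to 2.37 to 3.89 normalized counts. The labels name no molecular identifiers, and the precision of a comparison rests on the spread between libraries.

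Genes with at least 10 normalized counts in at least 4 libraries were tested, 14870 in all. Values were analysed as log2(value + 1), so a fold change is on that scale and understates the change of low genes. The test was limma-trend (lmFit and eBayes with a trend) on all 8 libraries without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. The design first named a count test and gave limma-trend for the case that the values were normalized. Gene lists were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Paralogs and neighbours of Mef2c were each adjusted within their own list. The plan did not say whether the lists were to be joined, and the separate adjustment was kept after both counts (2 and 0) had been seen. Principal components used the 500 most variable genes. Single comparisons used a two-sided exact permutation test. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

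Named genes were fixed by a rule: Mef2c, and in each direction up to 6 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 50 normalized counts and no overlap between genotypes. Where fewer than 3 passed in a direction, the genes with the smallest unadjusted p were added up to 3. Members of a list were named where that list was reported. Some genes and 1 test that needs such a gene are not reported here. The groups, tests, gene lists, this rule and the first set of alternatives were fixed before the data were examined.

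Transcript length and GC content came from the longest GENCODE M21 transcript of each gene, matched by symbol for 98.9% of genes. The correction for either removed from each library a smooth trend (loess, span 0.5) of its deviation from the gene mean. The alternatives tried were limma-voom on estimated reads, with and without sample quality weights, other filters, pseudocounts of 0.1 and 10, a looser threshold and a minimum fold change, low Xist as a covariate, and each library left out in turn. Quantile normalization, upper-quartile scaling, the first principal component of the residuals as a covariate, removal of the 2 libraries low in Xist, and the length and GC corrections were added after seeing the data. The limma-trend fit was tested on simulated data for 14870 genes with 200 changed: 157 (78.5%) were recovered, 93.0% of those changed 4-fold and 64.0% of those changed 2-fold, with 6 unchanged genes called. With no gene changed, 0 were called. The simulated noise was independent between genes and held no effect shared across a library. The real libraries do differ in such shared ways, so these shares do not show how the test behaves on them.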

Results

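Bulk RNA sequencing was carried out on auditory nerves dissected from the cochleas of mice at postnatal day 21. The auditory nerve holds the spiral ganglion neurons, their axons and glia. 4 libraries came from wild-type mice (replicates 1 to 4) and 4 from mice labelled heterozygous for Mef2c, which encodes a MADS-box transcription factor (replicates 5 to 8). The nerves of the 2 cochleas of each mouse were pooled, so 1 library stands for 1 mouse. The design asks which transcripts differ when 1 copy of Mef2c is lost. The table gave normalized counts for 15035 genes. From the smallest step between values in each library, the counted reads were estimated at 13363361 to 21507197 per library. Wild-type libraries 1 and 4 were the shallowest, at 13363361 and 14194205 reads. Wild-type library 2 had 21507197 and wild-type library 3 had 18603334. The libraries labelled heterozygote had 15902019, 19605485, 17746308 and 17705957 reads, in the order of their replicate numbers. Median normalized counts lay between 461.1 and 472.2. The ribosomal RNA precursor gene Rn45s took 1.598% to 4.28% of the normalized counts, the most in wild-type library 1.

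The targeted gene was examined first. Mef2c had 462.0 ± 50.4 normalized counts in wild type (SD, n = 4) and 668.3 ± 66.8 in the libraries labelled heterozygote (SD, n = 4). The wild-type libraries had 438.6, 498.4, 508.7 and 402.2 normalized counts, in the order of their replicate numbers. The libraries labelled heterozygote had 583.3, 704.9, 735.1 and 649.8. The transcript was thus higher in all 4 libraries labelled heterozygote than in any wild-type library, which goes against the label. The two-sided exact permutation p was 0.0286, the smallest that 4 libraries against 4 can give. The log2 fold change was 0.53 with a standard error of 0.13. With limma-trend the unadjusted p was 0.00128 and the Benjamini-Hochberg adjusted p 0.186, so Mef2c did not pass 0.05 among all genes. In the authors' deposited table the ratio for Mef2c was 1.44 and the FDR 0.0162. The alternative that moved its log2 fold change most was the correction for transcript length, which gave 0.40. Its limma-trend adjusted p passed 0.05 under 1 alternative, the first principal component of the residuals as a covariate (0.0404), and the range over all alternatives was 0.0404 to 0.554. The values are per gene, so reads from a targeted exon were not analysed here. Every direction below is between libraries as they are labelled.

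**Figure D1:**
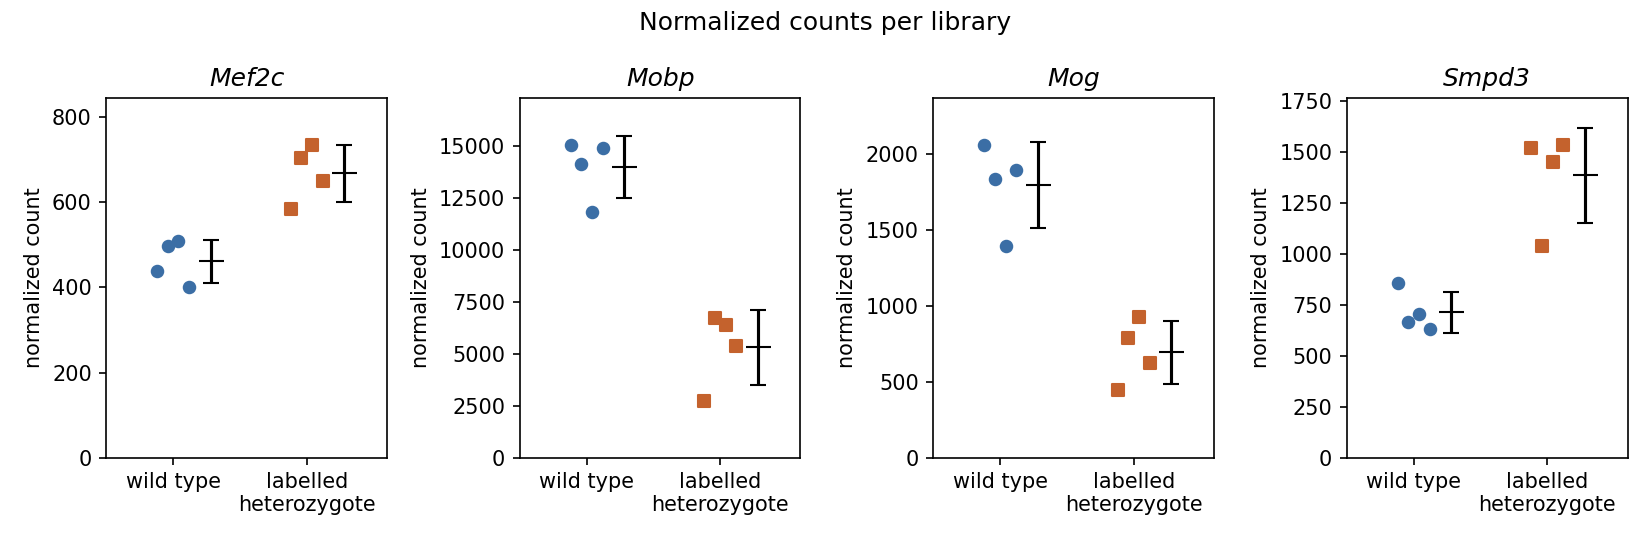
Normalized counts (y axis, linear from 0) of Mef2c, Mobp, Mog and Smpd3 in each wild-type library (circles) and each library labelled heterozygote (squares), with the mean and SD of the 4 libraries beside the points. Mef2c lies between 402.2 and 508.7 in wild type and between 583.3 and 735.1 in the libraries labelled heterozygote, and the groups do not overlap in any of the 4 genes.

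The libraries were then compared as wholes. Over the 500 most variable genes, the first 3 principal components carried 28.8%, 23.9% and 12.9% of the variance. Wild-type library 1 lay apart on the first component at -39.8, and wild-type library 4 was the farthest on the second at -30.8. Pearson correlations between libraries across genes ran from 0.930 to 0.981, so no pair of libraries was identical. Genes are not independent replicates, and these correlations describe the libraries only. Wild-type library 1 correlated at 0.930 to 0.943 with the others, and the lowest value without it was 0.951. The median was 0.969 within genotypes and 0.960 between them. Wild-type library 3 had a mean correlation of 0.957 with the other wild-type libraries and 0.975 with the libraries labelled heterozygote. Leaving out the 2 libraries low in Xist moved the share of the first component most, to 41.9%. Xist, transcribed from the inactive X chromosome, had 12 normalized counts in wild-type library 1 and 7.6 in heterozygote-labelled library 5, against 5175 to 8615 in the other libraries. No label gives sex, litter or sequencing batch. The low-Xist split holds 1 library of each genotype, too few for a comparison within it, and the comparison within the other 6 libraries gave 9 genes with a limma-trend adjusted p under 0.05, of which 7 were among the 12 found with all 8 libraries.

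**Figure D2:**
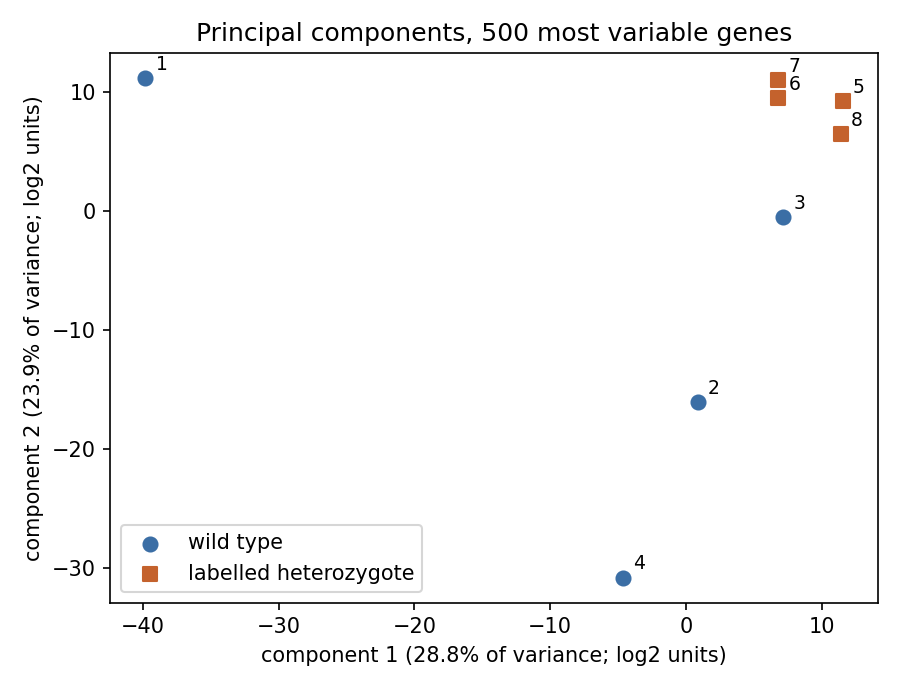
Scores of the 8 libraries on principal components 1 and 2 (log2 units) of the 500 most variable genes, with replicate numbers beside the points, circles for wild type and squares for libraries labelled heterozygote. Wild-type library 1 lies at -39.8 on the first component and wild-type library 4 at -30.8 on the second.

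Across 14870 tested genes, 12 had a limma-trend adjusted p under 0.05, of which 1 was higher and 11 were lower in the libraries labelled heterozygote. At an unadjusted p under 0.05 there were 2090 genes, or 14.1% of those tested, with 999 higher and 1091 lower. In 1080 genes (7.26%) the genotypes did not overlap, against 2.86% by chance with 4 against 4. The setting that moved the count most was the first principal component of the residuals as a covariate, with 576 genes. Single libraries also decided the count. Without wild-type library 3 it was 221, and without wild-type library 2, wild-type library 4 or heterozygote-labelled library 8 it was 0 in each case, with 1912, 1446 and 1177 genes at an unadjusted p under 0.05. It was 7 without heterozygote-labelled library 5, 6 without library 7, 18 without library 6 and 16 without wild-type library 1. All 12 genes kept their direction in every alternative tried. Their values did not overlap between genotypes, so leaving out libraries could not have reversed a direction.

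Smpd3, for a neutral sphingomyelinase, was the 1 gene that rose past the threshold. It went from 712.8 ± 99.4 normalized counts in wild type to 1385 ± 234 (SD, n = 4 each), a log2 fold change of 0.95 with a standard error of 0.14 and a limma-trend adjusted p of 0.0420. It passed in 12 of 21 alternatives, with limma-trend adjusted p from 0.00748 to 0.229. It did not pass with the correction for transcript length (limma-trend adjusted p 0.0563), quantile normalization (0.0571) or upper-quartile scaling (0.05015), or without the 2 libraries low in Xist (0.0562). Nor did it pass in 5 of the 8 fits that each left out a library, those without wild-type libraries 2 or 4 or heterozygote-labelled libraries 5, 7 or 8 (0.122 to 0.229). Fzd9 and Fat4 had the next smallest unadjusted p among rising genes and did not pass, each with a limma-trend adjusted p of 0.0632. Fzd9 had a log2 fold change of 0.54 and Fat4 of 1.01. Fzd9 passed in 5 of 21 alternatives, among them the correction for transcript length (limma-trend adjusted p 0.0328). Fat4, with a transcript of 16109 bases, passed in 3 of 21. The length correction lowered its log2 fold change to 0.68, with a limma-trend adjusted p of 0.177. Of the genes that fell, Mobp had the largest change, from 13993 ± 1480 to 5312 ± 1805 normalized counts (SD, n = 4 each), a log2 fold change of -1.47 with a limma-trend adjusted p of 0.0495. Prr18 and Mog had log2 fold changes of -1.42 and -1.41, both with a limma-trend adjusted p of 0.0354. For Klk6 the log2 fold change was -1.34 and for Efnb3 -1.04, with limma-trend adjusted p of 0.0420 and 0.0199. Of 21 alternatives, Mog and Efnb3 each passed in 18, Prr18 in 15, Klk6 in 13 and Mobp in 11. Klk6 had a limma-trend adjusted p of 0.0559 with low Xist as a covariate, where 10 of the 12 genes passed, and of 0.0636 without the 2 libraries low in Xist, where 7 did (range over its alternatives 0.00481 to 0.229). Prr18 also had 0.0636 without those libraries (range 0.00661 to 0.207). Stmn4, Mt2, Mag, Aplp1 and Anln, also past the threshold, had log2 fold changes from -1.03 to -0.65. They fall outside the rule for named genes and were chosen after their values were seen. The genotypes did not overlap in any of the 12 genes. Without wild-type library 2, wild-type library 4 or heterozygote-labelled library 8, none of the 12 passed.

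The authors' deposited table gave a p-value for 15024 genes, with 2299 under 0.05 before adjustment. Its FDR was under 0.05 for 242 genes, of which 101 were higher and 141 lower in the libraries labelled heterozygote. The 12 genes past the threshold here were all among those 242 of the authors' deposited table. All 242 had the same direction here and an unadjusted limma-trend p under 0.05. Across genes, the log2 ratios of the authors' deposited table correlated with the log2 fold changes computed here at 0.963 (Pearson), with the same sign in 96.9% of genes. Genes are not independent replicates.

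The 19 gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. 7 passed 0.05. Of these, 5 also passed under fry (oligodendrocytes, myelinating Schwann cells, astrocytes, neutrophils, and cochlear supporting and lateral wall cells), and 0 passed when the correlation was estimated from the data. No gene belonged to more than 1 list. The oligodendrocyte list had a median log2 fold change of -1.27, with 11 of 12 genes lower and a camera adjusted p of 4.87e-15. All 8 genes of the astrocyte list were lower, with a median of -0.52 and a camera adjusted p of 1.18e-07. Both falls were smallest without the 2 libraries low in Xist, with medians of -0.92 for oligodendrocytes and -0.35 for astrocytes. Gfap had a log2 fold change of -0.99 and Aldoc of -0.42. The myelinating Schwann cell list had a median of -0.15, with 14 of 19 genes lower and a camera adjusted p of 1.35e-05. Across the fits that each left out a library, its median ran from -0.27 without heterozygote-labelled library 5 to -0.075 without library 6. Within the Schwann cell list, Mag and Mbp fell (log2 fold changes -0.94 and -0.86). Pmp22 had a log2 fold change of -0.05, within the spread between libraries. In these 3 lists the library medians did not overlap between genotypes.

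Of the lists that rose, the neutrophil list had a median log2 fold change of 2.998, with all 7 genes higher and a camera adjusted p of 4.40e-08. The library medians of the neutrophil list did not overlap, but their spread was wide, with -1.63 ± 0.68 in wild type and 1.58 ± 1.39 in the libraries labelled heterozygote as deviations on the log2 scale (SD, n = 4 each). S100a9 went from 29.0 to 54.1 normalized counts in the wild-type libraries to 328.0, 111.5, 1689 and 1349 in the libraries labelled heterozygote. The osteoblast and osteocyte list rose with all 12 genes higher, a median of 0.49 and a camera adjusted p of 0.000201, and it did not pass under fry (adjusted p 0.344). The cochlear supporting and lateral wall cell list had a median of 0.27, with 10 of 12 genes higher and a camera adjusted p of 0.00530. Without wild-type library 3 its adjusted p was 0.0591. The interferon response list had a median of 0.37, with 10 of 12 genes higher, and a camera adjusted p of 0.0345, and it passed in 14 of 23 alternatives. It did not pass with fry (adjusted p 0.694), with an estimated correlation (0.702), or, with camera, under limma-voom on estimated reads (0.0529), sample quality weights (0.106) or the first principal component of the residuals as a covariate (0.0599). It also did not pass without wild-type library 1 (camera adjusted p 0.0737), wild-type library 3 (0.158), wild-type library 4 (0.143) or heterozygote-labelled library 7 (0.582), and without library 7 its median was 0.16.

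The 12 other lists did not pass with camera. The fibroblast list had a median of 0.23 and an adjusted p of 0.0568, and it passed in 8 of 23 alternatives. These were the fits without wild-type library 1 (camera adjusted p 2.91e-05), heterozygote-labelled library 5 (0.0300) or heterozygote-labelled library 8 (0.0124), and without the 2 libraries low in Xist (1.87e-05). It also passed with limma-voom on estimated reads (camera adjusted p 0.0491), sample quality weights (0.00429), quantile normalization (0.0423) and the first principal component of the residuals as a covariate (0.0264). The hair cell list had a median of 0.23 and an adjusted p of 0.211, and without heterozygote-labelled library 6 these were 0.47 and 0.000701. The erythroid list had a median of -0.37 and an adjusted p of 0.397, and without heterozygote-labelled library 7 these were -0.74 and 0.00448. Medians were 0.07 for spiral ganglion and other neurons, 0.05 for satellite and non-myelinating glia, 0.03 for endothelial cells and -0.11 for macrophages, with camera adjusted p of 0.620, 0.997, 0.932 and 0.397. They were 0.12 for pericytes and smooth muscle and 0.11 for immediate early genes, with adjusted p of 0.749 and 0.460. The remaining lists had few tested genes. The 4 genes for B cells had a median of 0.75, the 3 for skeletal muscle -0.79 and the 2 for osteoclasts 0.11, with adjusted p of 0.397, 0.401 and 0.997.

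**Figure D3:**
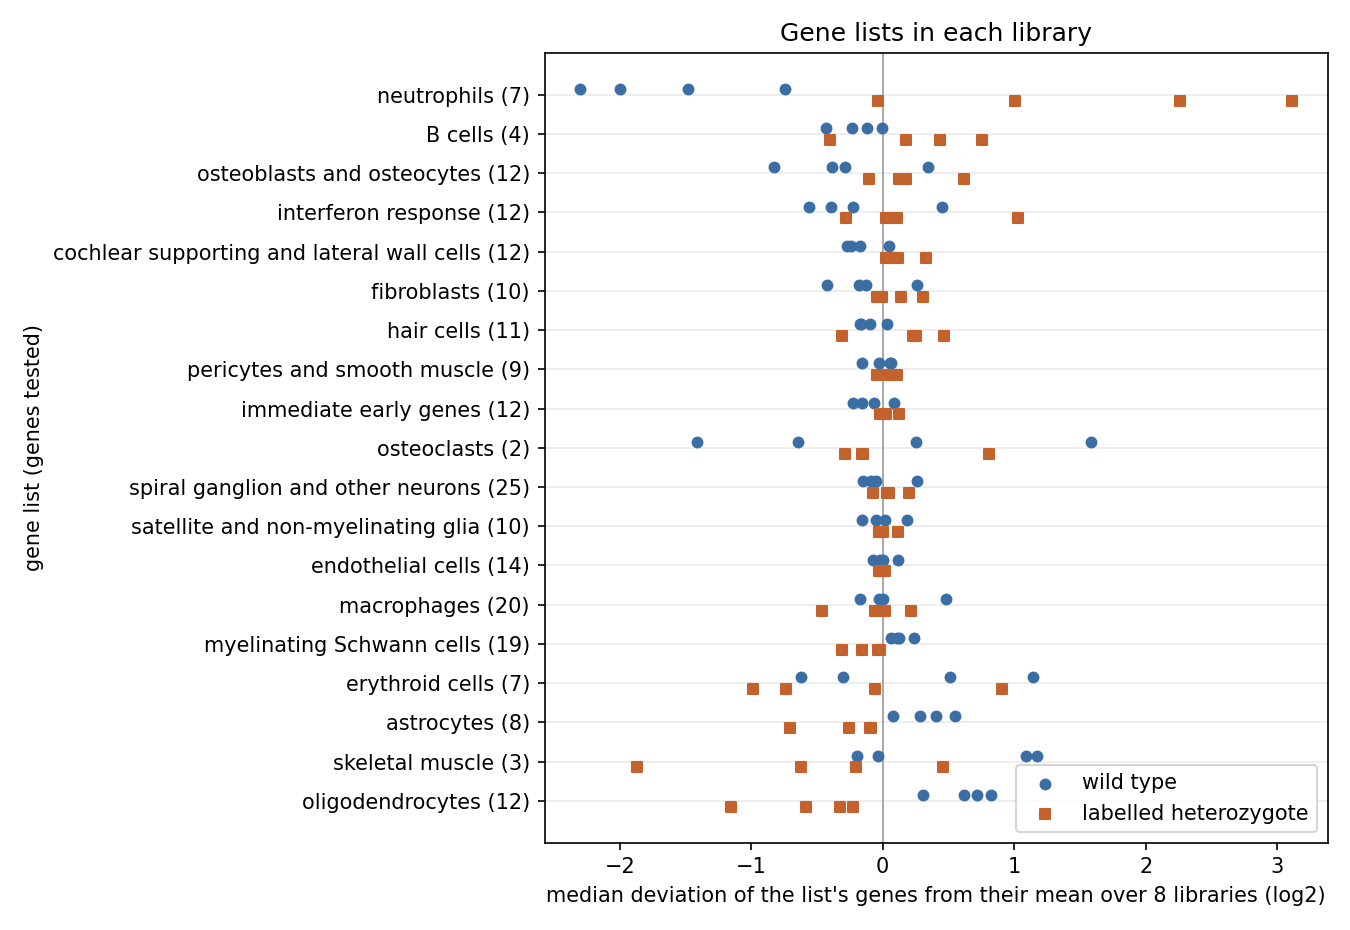
For each gene list (y axis, genes tested in brackets), the median deviation of its genes from their mean over the 8 libraries (x axis, log2) in each wild-type library (circles) and each library labelled heterozygote (squares). The oligodendrocyte list lies between 0.31 and 0.83 in wild type and between -1.15 and -0.23 in the libraries labelled heterozygote.

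The MEF2 paralogs and the neighbours of Mef2c were read from the same fit. Mef2a and Mef2d had log2 fold changes of 0.22 and 0.16, with limma-trend adjusted p of 0.418 and 0.559, and 0 of these 2 passed when adjusted over the list alone. Mef2b was not analysed here. Of 16 genes flanking Mef2c, 0 passed over all genes tested, and 5 had an unadjusted p under 0.05, all lower, against 2.25 at the share of all genes. With the p-values adjusted over the list alone, 2 passed, Arrdc3 (log2 fold change -0.39) and Cetn3 (-0.36), each with a limma-trend adjusted p of 0.0459. Adjusted over the 18 paralogs and neighbours together, 0 passed. Leaving out single libraries changed the count from 0 to 4, and it was 4 without wild-type library 3 and 0 without wild-type library 2, wild-type library 4 or heterozygote-labelled libraries 6, 7 or 8.

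Fold changes were also set against transcript length. Across 14715 genes, the rank correlation of log2 fold change with transcript length was 0.43, and with GC content it was -0.02. Genes are not independent replicates. With the genes in 10 bins of nearly equal size by length, the median log2 fold change was -0.25 in the shortest bin (median 1043 bases) and 0.23 in the longest bin (median 8391 bases). The slope of a library's deviation per doubling of length was -0.07 ± 0.12 in wild type and 0.07 ± 0.05 in the libraries labelled heterozygote (SD, n = 4 each), with a two-sided exact permutation p of 0.114, which did not pass 0.05. Mef2c has a transcript of 6277 bases, longer than most, and its log2 fold change was 0.40 after correction for transcript length.

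**Figure D4:**
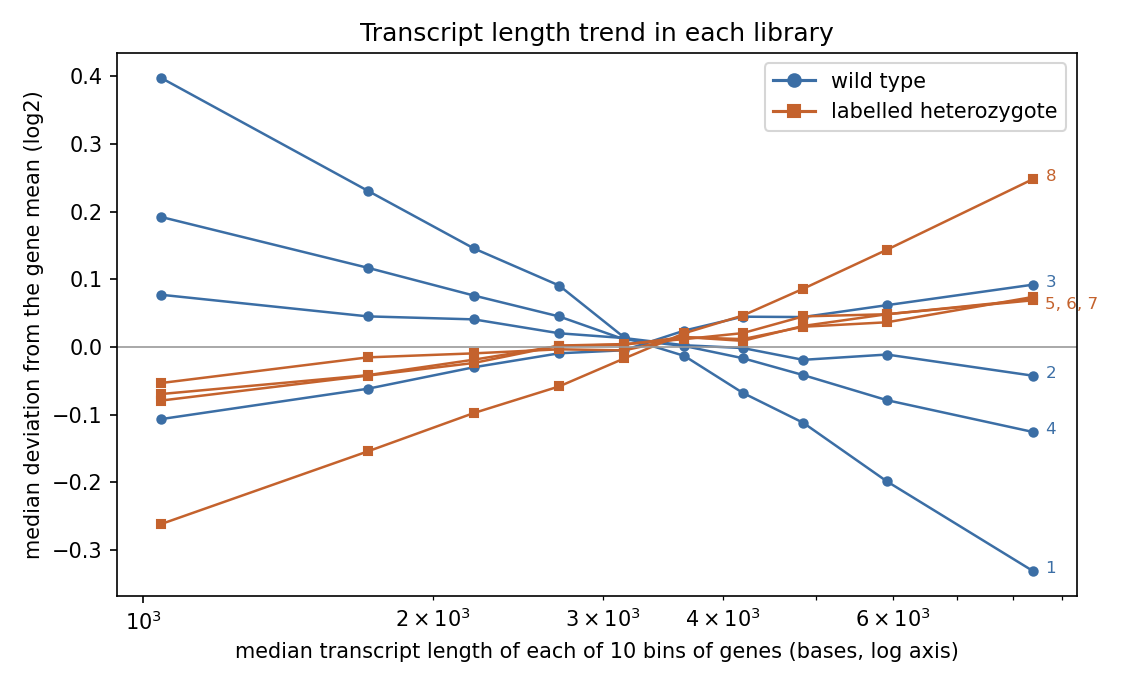
Median deviation from the gene mean (y axis, log2) in each of 10 bins of genes by transcript length (x axis, bases, log axis), 1 line per library, with replicate numbers at the line ends. Wild-type library 1 falls from 0.40 in the shortest bin to -0.33 in the longest, and wild-type library 3 rises as the libraries labelled heterozygote do.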

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

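The 2 tests in this part, of other splits of the libraries and of wild-type library 1 left out, were written before their results were seen, after the trend with length itself had been noticed. Of 60 groups of 4 libraries checked for 1 library far from the other 3, 4 stood out, and chance gives 3.

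Smpd3 had a gap ratio of 0.831 and Fzd9 of 0.845 in the libraries labelled heterozygote, in both cases because library 6 was low. Smpd3 had 1039 normalized counts there against 1450 to 1534 in the other 3, and Fzd9 had 1765 against 2051 to 2103. Library 6 still lay above every wild-type library in both genes. It is among the deeper libraries, at 19605485 estimated reads, so low depth does not account for it. The log2 fold change of Smpd3 without it was 1.08. No biological explanation was tested, and 2 genes in 1 library are within what chance gives.

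The osteoclast list had a gap ratio of 0.876 in the libraries labelled heterozygote, where library 6 was high, with a deviation of 0.81 against -0.29 to -0.15. Only 2 genes of that list were tested, and wild-type library 1 was higher still at 1.58. No explanation was tested for it.

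The slope on transcript length had a gap ratio of 0.841 in the libraries labelled heterozygote, where library 8 was steep at 0.15 per doubling against 0.03 to 0.05. This belongs to a wider trend of fold change with length. Of the 35 splits of the 8 libraries, 5 gave a rank correlation as large, the real one included, so the trend is within what other groupings of these libraries give. Wild-type library 1 had the strongest opposite slope, but without it the correlation across genes was still 0.33, which argues against that library as the whole source. RNA integrity or library preparation may differ between single libraries; neither is given per sample, and a genotype effect on long genes stays open and untested.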

How the results depend on the processing

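The alternatives added after seeing the data were quantile normalization, upper-quartile scaling, the first principal component of the residuals as a covariate, removal of the 2 libraries low in Xist, and the length and GC corrections. The Wald test on counts and the quasi-likelihood test on recovered reads were not run, because they need counts. The exchange of normalization factors and the surrogate variable were not run either. No paired analysis was possible because the groups share no replicate numbers.

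The 12 genes past the threshold (1 higher, 11 lower) kept their direction under every alternative. For the fits that left out libraries this was fixed in advance, since the genotypes did not overlap in these genes. The 2 covariates are uncorrelated with genotype, so those fits could not change a direction either. The count was 36 (9 higher, 27 lower) at an adjusted p under 0.1, and 7 (0 higher, 7 lower) with an absolute log2 fold change of at least 1. It was 80 (35 higher, 45 lower) with sample quality weights, and all 12 were among them. Quantile normalization gave 7 (0 higher, 7 lower) and upper-quartile scaling 8, with 0 higher. The length correction gave 23 (4 higher, 19 lower), with 11 of the 12 kept. Without the 2 libraries low in Xist 7 of the 12 were kept, and with low Xist as a covariate 10 were. With the first principal component of the residuals as a covariate there were 576 (308 higher, 268 lower), including all 12, and Mef2c passed with a log2 fold change of 0.53 and an adjusted p of 0.0404 (range over alternatives 0.0404 to 0.554). That component is uncorrelated with genotype by construction, so it lowers the residual spread, and its p-values may be too small. Across the 8 fits that each left out one library, the count ran from 0 to 221, with 0 to 94 higher and 0 to 127 lower. It was 0 without wild-type library 2, wild-type library 4 or heterozygote-labelled library 8, and 221 without wild-type library 3. Fewer samples do not account for the rise to 221. Wild-type library 3 was nearer its own genotype in 46 of 200 genes, against 125 to 182 for the other libraries, which goes with that rise. No cause was tested directly. Mef2c, in which the genotypes did not overlap either, stayed higher in the libraries labelled heterozygote throughout, from 0.40 to 0.60.

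7 lists passed with camera, 5 with fry and 0 with the correlation estimated from the data. The oligodendrocyte, astrocyte, neutrophil and Schwann cell lists passed in all alternatives except the estimated correlation. Apart from fry, the other alternatives kept the preset correlation of 0.01, so they could not test that setting. With the correlation estimated, the camera adjusted p of these lists were 0.154, 0.177, 0.177 and 0.238, in that order. Among paralogs and neighbours of Mef2c, 0 passed in place of 2 with limma-voom on estimated reads, with low Xist as a covariate and with the GC correction, and 0 to 4 across fits that left out one library. The cause was not tested. The first component carried 31.1% of the variance with at least 10 in every sample, 31.5% with a pseudocount of 0.1, 41.9% without the 2 libraries low in Xist, and 29.995% to 36.0% across fits that left out one library.

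List medians that changed sign passed under no setting that reversed them, and, B cells apart, the cause was not tested. Macrophages reached 0.040 with sample quality weights, 0.084 without the 2 libraries low in Xist and 0.063 with the length correction. B cells reached -0.58 with at least 10 in every sample. That is the log2 fold change of Blnk, the gene of the list left by this filter, so it is not a reversal of the other members. Without the 2 libraries low in Xist, neurons reached -0.042, erythroid cells 0.073 and endothelial cells -0.011, and with the length correction pericytes reached -0.055. Across fits that left out one library, medians ran from -0.014 to 0.16 for neurons, -0.0057 to 0.15 for immediate early genes, -0.35 to 0.65 for osteoclasts, -0.0071 to 0.054 for endothelial cells, -0.030 to 0.18 for pericytes, -0.24 to 0.043 for macrophages and -0.0060 to 0.11 for satellite glia. Of 625 values of named genes and lists under alternatives, 522 kept their direction and their side of the threshold, although their size could differ. Another 66 no longer passed, 18 newly passed and 19 reversed.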

Other observations

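The tests of wild-type library 3 as mislabelled, of the astrocyte list, and of bone cells, maturation, epithelium, Schwann-restricted genes and length for Smpd3 were chosen after the result, or part of it, had been seen; some oligodendrocyte, astrocyte and neutrophil genes and Mef2c had been seen in the authors' deposited table before any of the tests of explanations in this part was written.

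The 12 genes past the threshold were set against other groupings and against 2 technical trends. Of the 35 splits of the 8 libraries, 1 gave as many genes, the real one, and no other gave more than 1. After the length correction 11 of the 12 stayed past the threshold, and after the GC correction 10 did, which argues against either trend as the whole source for those genes. The gene lost to the length correction was Smpd3, the 1 that rose, with a transcript of 5148 bases. Its limma-trend adjusted p became 0.0563 (range over its alternatives 0.00748 to 0.229), while its log2 fold change stayed at 0.86, so length may add to its rise but does not account for most of it. Of the 242 genes of the authors' deposited table, 94.2% kept an unadjusted p under 0.05 after the length correction, although its higher genes had a median transcript of 5571 bases and its lower genes 2407.

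Mef2c was higher in the libraries labelled heterozygote. The length correction left a log2 fold change of 0.40, which argues against length as the whole source. The highest median of the macrophage, endothelial and neuron lists was 0.072, and 3 of their 59 tested genes rose as much as Mef2c, which argues against more of these cells. B cells were not part of that check. Their list had a median of 0.75, with 3 of 4 genes higher and a camera adjusted p of 0.397. It holds too few genes to decide. The osteoblast and osteocyte list rose by 0.49, near the rise of Mef2c, but its library values overlapped between genotypes, so more bone cells cannot be told apart from a change in Mef2c itself. An allele that makes an altered transcript, and labels exchanged between the groups, stay open. Neither was tested, since no exon-level values and no other mark of the genotype were used here.

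The fall of the oligodendrocyte list was -1.28 under quantile normalization, so scaling does not account for it. A loss of oligodendrocytes alone is argued against by the astrocyte list, in which 100% of the 8 genes were lower. Less central nerve tissue in the dissected samples may contribute: the astrocyte median fell by 0.52, which lies between the outcomes set for and against that explanation. The 2 lists therefore leave central tissue content and a change in the glia unresolved, and they cannot be told apart here. Delayed maturation cannot be told apart either. Olig1, Olig2 and Gpr17 had a median of -1.31, but Olig1 and Olig2 belong to the list itself, and Gpr17 was chosen after its values were seen. The fall of the Schwann cell list may come from members that oligodendrocytes also use, since its 9 Schwann-restricted genes had a median of -0.073. A genotype effect on central glia remains a hypothesis.

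The neutrophil list rose while the erythroid list had a median of -0.37 and thus showed no rise. Its library deviations were 0.18 ± 0.80 in wild type and -0.22 ± 0.85 in the libraries labelled heterozygote (SD, n = 4 each). Library 7, highest in the neutrophil list, had an erythroid deviation of 0.91. Wild-type library 1 had 1.14 there but -0.74 in the neutrophil list. The erythroid spread is too wide to decide on carried-over blood. Bone marrow in the dissection and a genotype effect stay open, and no test of either is reported here. Secretory epithelium may add to some genes. Wild-type library 1, highest in the airway gene Bpifa1 with 15362 normalized counts, was below every library labelled heterozygote in 5 of the 7 neutrophil genes, but not in Ltf and Lcn2. Heterozygote-labelled library 8 had the lowest Bpifa1 of the 8 libraries (45.9) and 1349 normalized counts of S100a9. Over all 8 libraries, Bpifa1 had a log2 fold change of -0.25 with a standard error of 1.41, too wide to decide. Single libraries and 1 gene exclude nothing, so epithelium in the dissection cannot be told apart. Bpifa1 was chosen after its values were seen.

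Wild-type library 3 lay near the libraries labelled heterozygote. Among the 200 genes that best parted the genotypes without it, it was nearer the other wild-type libraries in 46. The other 7 libraries, treated the same way, were nearer their own genotype in 125 to 182 of 200. After the length correction the number for library 3 was 61, which argues against length as the whole source. A mislabelled sample is a candidate explanation that these 46 genes leave open. On the other side, library 3 had 508.7 normalized counts of Mef2c and an oligodendrocyte deviation of 0.31, both on the wild-type side of every library labelled heterozygote, but 1 library excludes nothing. The difference between dissections was not tested.

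The authors' deposited table gave no p-value for 11 genes, each highest in wild-type library 1, wild-type library 4 or heterozygote-labelled library 6. In wild-type library 4, Prl had 82721 normalized counts, Gh 65364 and Pomc 22620, which is 110-fold to 132-fold above the next library. Pituitary tissue in that library is a candidate source. Scg2, a secretory granule gene, was also highest there, at 1579 normalized counts, 8.51-fold above the next library, which goes with that source. Of 6 other pituitary genes, 2 were highest there, Chga and Chgb. Neurons also express Chga, Chgb and Scg2, and Scg2 and the hormone genes were picked from this library, so pituitary tissue cannot be told apart from another source. These genes were chosen after their values were seen, and no explanation other than pituitary tissue was tested.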
